A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "Histone deacetylation promotes transcriptional silencing at facultative heterochromatin" (2018).

How the data were processed

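Nascent RNA bound to flag-tagged Rpb3 and the input RNA of the same lysates were measured in untreated fission yeast and in cells grown with 20 µg/ml TSA for 2.5 h. The labels describe biological duplicates, so each group had 2 IP and 2 input libraries, 8 in all, read as 50 nt single-end reads. Same-numbered IP and input libraries share a title prefix and were taken as 1 culture. The labels give no pairing of untreated with TSA cultures, and no replicate block was used. The correlation of the deviations of same-numbered IP libraries from their group means was -0.205 on the spike-in scale and -0.242 on the total-read scale, and that of the inputs was 0.0181.

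According to the paper's methods, the authors removed adapters with cutadapt and kept reads that mapped uniquely with at most 1 mismatch, using Bowtie. The paper names the ASM294v2 genome for its alignments, and the files themselves name no build. For its RNA-seq the paper takes ncRNA from PomBase and cites earlier work for the nc-TU features. The annotation of the deposited tables and how reads were assigned to the strands of features are not stated in the sources used here, though the paper describes NET-seq as strand specific. Both deposited tables list the same 19343 features. The count columns of the deposited tables hold reads per feature, multiplied by the authors with 1 factor per library; in each table the factor of 1 library is 1, so that this library's values are raw read counts. One table was scaled by the authors to S. cerevisiae ribosomal protein genes and holds the 4 IP libraries, and the other was scaled to total reads and holds all 8. In the scaled columns, a signal in units of normalised reads as deposited, whole reads were recovered for 100% of the values in each library at a tolerance of 0.001 of a read. The deposited density columns are this signal divided by feature length (tags per nt), and the deposited sums over replicates equal the sums of the replicate columns; 6 columns of summed densities were not used.

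Of the 19343 features, 10204 entries for coding parts were set aside for the coding-part measure, and 28 pseudogene transcripts that repeat their gene were left out, so that 9111 features were kept. Identifiers of 6840 features matched the reference annotation held here, including 5111 of 5129 protein-coding genes. Positions are given as the files give them, and chromosome lengths of the ASM294v3 assembly were used for distances from the chromosome ends. The coding parts of 4196 genes of chromosomes I and II matched that assembly's annotation by identifier, and all 4196 shared a coding end position with it. Features can overlap, and overlapping features on one strand can share reads; values of near-identical copies, such as wtf and Tf2 elements, are uncertain because only unique reads were kept.

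Reads over the kept features and the median per protein-coding gene were 10436194 and 303 (untreated IP 1), 10373056 and 425 (untreated IP 2), 8688523 and 327 (TSA IP 1), 7218671 and 244 (TSA IP 2), 10323867 and 50 (untreated input 1), 8104143 and 44 (untreated input 2), 12591213 and 64 (TSA input 1), and 8636069 and 42 (TSA input 2). The Pearson r between log2 values of replicates was 0.988 and 0.986 for the IP and 0.978 and 0.980 for the inputs, against 0.959 to 0.968 and 0.952 to 0.958 between groups. Chi-square per degree of freedom between the read counts of replicates was 159.7, 90.4, 86.7 and 30.6, far above the value near 1 of resequenced copies. The median standard error of a log2 change was 0.32 on the spike-in scale, 0.26 on the total-read scale, 0.26 in the input and 0.34 for the change of IP over input.

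The tests, thresholds, gene groups and named-gene rule were fixed before the data were examined. For files of counts, the plan named edgeR in place of limma for the nascent and input comparisons. The deposited values are scaled reads, and limma was the main test, with edgeR on recovered reads run beside it. Each comparison was tested with limma (lmFit, then eBayes with trend) on log2 of the deposited value plus a pseudocount, the 10th percentile of non-zero values (6.00 for IP on the spike-in scale, 6.58 for IP on the total-read scale and 1.18 for the input). A feature was tested where its mean over the compared libraries exceeded the pseudocount. P values were adjusted by the Benjamini-Hochberg method over all tested features, and a feature was called at an adjusted p under 0.05 and a change of 2-fold or more. Adjusted p values are limma's unless another tool is named. For the nascent comparison under both scalings limma shrank the variances to a common trend completely, so the test added almost nothing beyond the fold threshold. Before any test, 169 rises and 509 falls on the spike-in scale and 361 and 68 on the total-read scale had a change of 2-fold or more. The prior degrees of freedom were 14.3 in the input and 7.84 for the change of IP over input. The comparisons were TSA against untreated for the IP under each scaling and for the input, the change of the IP to input ratio per culture, and that ratio in untreated cells. Means are given with SD (n = 2), and log2 changes with SE of the fit.

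Gene groups were tested with camera at a preset correlation of 0.01, with adjustment over the 28 of 29 groups that had tested members, and camera with an estimated correlation and fry were run beside it. They were mug, meu and core meiosis genes, Mmi1 and Red1 targets, mating and nitrogen starvation, wtf, Tf2, hexose transporter, phosphate, iron and copper, core stress, chaperone, ribosomal protein, ribosome biogenesis, translation factor, glycolysis, respiration, histone, HDAC and silencing, acetyltransferase and bromodomain, Pol II, exosome, MBF, cell separation, amino acid, ergosterol and non-Pol II groups, and 2 lists of genes the study named. Antisense features overlapped a protein-coding gene over at least 50% of their length on the opposite strand. Named genes were the genes the study examined; the 10 protein-coding genes of largest rise and of largest fall in the nascent comparison whose TSA libraries both lay beyond both untreated libraries and whose mean exceeded the median; up to 2 called members per direction of each group; and the 5 largest rises and falls of the input and of the change of IP over input by the same conditions. Of the genes the study examined, meu19, SPCC1235.17c and SPCC1235.18c are not analysed here. The non-coding features named in the report were chosen after their values were seen, as was the coding-part measure, the sum of a gene's coding entries.

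The procedure was tested on simulated data, negative binomial reads drawn with the dispersions edgeR estimated here and with protein-coding genes changed by a known fold. On the spike-in scale limma recovered 97 of 100 changes of 3-fold and 100 of 100 of 6-fold with 2 false calls among 7818 unchanged features; in the input 95 and 100 of 100 with 2 among 7002; and for the change of IP over input 87 of 190 and 175 of 194 with 14 among 6718. On the spike-in scale edgeR recovered 96 and 100 with 2 false calls among 7827, and DESeq2 96 and 100 with 1 among 8739. Features were drawn independently, with the library factors taken as exact, and only genes with a mean above 4 times the pseudocount were changed. Errors of a spike-in factor, a shift of most genes and changes near 2-fold were not simulated, so these rates do not cover them.

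Alternatives tried were other pseudocounts, filters and variance models, a replicate block and a crossed pairing, no fold threshold, total-read and median-ratio scaling, the edgeR quasi-likelihood test and DESeq2 on recovered reads, protein-coding genes or coding parts in place of all features, other distances from the ends, and each library left out in turn. Where leaving out a library left a group with 1, that library was assumed to vary like the others. Software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.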

Results

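Transcription by RNA polymerase II (Pol II) was measured in fission yeast by NET-seq, which sequences the RNA still held by the immunoprecipitated polymerase, here through flag-tagged Rpb3. Cells were left untreated or exposed for 2.5 h to 20 µg/ml trichostatin A (TSA), which inhibits class I and class II histone deacetylases (HDACs). Each group held 2 biological replicates, and each culture gave an immunoprecipitated (IP) library and an input library of its lysate, 8 libraries in all. Budding yeast lysate, added to each lysate as 1 part to 50, served as the spike-in. Read counts were summed over the annotated features, where a read under overlapping features can count more than once. The sums were 10436194 and 10373056 in the untreated IP libraries, and 8688523 and 7218671 in the TSA IP libraries. They were 10323867 and 8104143 in the untreated inputs, and 12591213 and 8636069 in the TSA inputs. Most input reads came from tRNA, so the median protein-coding gene had 42 to 64 reads in an input library, against 244 to 425 in an IP library.

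The first comparison asked which RNA the immunoprecipitation enriched in untreated cells. Protein-coding genes were higher in the IP than in the input, with a median log2 ratio of 2.57 (5.92-fold), and 4882 of 4950 passed the test as higher. Unstable non-coding RNA stood higher still, with medians of 3.40 for annotated ncRNA, 3.18 for Xrn1-sensitive unstable transcripts (XUTs) and 3.31 for the transcription units listed as nc-TU. Transfer RNA, made by Pol III, had a median of -1.38 (76 of 121 lower and 5 higher), and mitochondrial transcripts a median of -0.79 (19 of 39 lower and 7 higher). The medians of snoRNA and of the spliceosomal snRNA, 0.26 and 4.16, lay far apart. Over all 7183 features tested, 6856 were higher and 122 lower (limma, ratio of IP to input per culture). Each library was scaled to its own total reads, so fewer tRNA reads in the IP raise the ratios of all other features. The pseudocounts also differ (6.58 for IP and 1.18 for the input), which pulls the ratio of features with few reads toward the ratio of the pseudocounts. Ratios below it are raised and ratios above it are lowered. A log2 ratio of 0 is therefore no neutral point, and the ratios only compare classes with each other.

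The main comparison asked how HDAC inhibition changed nascent transcription, on the spike-in scale. The gene mei2, which encodes an RNA-binding protein that switches cells into meiosis, rose from 63.0 ± 24.1 to 424.2 ± 51.2 (spike-in normalised read count, SD, n = 2), 6.41-fold (log2 change 2.68 ± 0.31 SE, adjusted p = 6.4e-15). The galactose genes gal10 and gal1 rose 5.86-fold and 3.12-fold, the alpha-glucosidase gene agl1 3.45-fold, the metallothionein gene zym1 3.31-fold, the invertase gene inv1 2.96-fold and the glutamate dehydrogenase gene gdh2 2.82-fold. SPAPJ691.02, sul2 and cmt2 completed the 10 largest rises among well-covered genes, at 3.78-fold, 3.51-fold and 3.49-fold. The uracil-regulated gene urg1 showed the largest fall of that kind, from 680.9 ± 291.5 to 109.8 ± 22.7, 5.71-fold (log2 change -2.51 ± 0.30 SE, adjusted p = 4.0e-14). The others were the4 (from 513.5 to 128.3), SPCC13B11.02c (3.88-fold lower), SPCC622.15c (3.20-fold), the adenine deaminase gene dea2 (3.18-fold), the MICOS subunit gene mic26 (3.03-fold), the zinc transporter gene zrt1 (2.99-fold), SPBP35G2.17 (2.92-fold), SPAC513.07 (2.86-fold) and srw1, which encodes an activator of the anaphase-promoting complex (2.84-fold). These 20 genes were also called in the same direction under total-read scaling, and 19 of them under median-ratio scaling, with srw1 the exception. The calls of mei2, gal10 and urg1 were kept without each library in turn, while each of the others lost its call without at least 1 TSA library. A fit without a TSA library takes its spread from the 2 untreated libraries, whose medians differed by 0.36 on the log2 scale. A call lost there need not mean a smaller change. Without TSA replicate 1, 4 of the 10 rises and 9 of the 10 falls lost their call (adjusted p from 0.0556 to 0.341 and from 0.19 to 0.723), and without TSA replicate 2, 7 rises and 3 falls did (0.0858 to 0.456 and 0.0971 to 0.124). Without untreated replicate 1, srw1 lost its call (adjusted p = 0.0703).

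**Figure D1:**
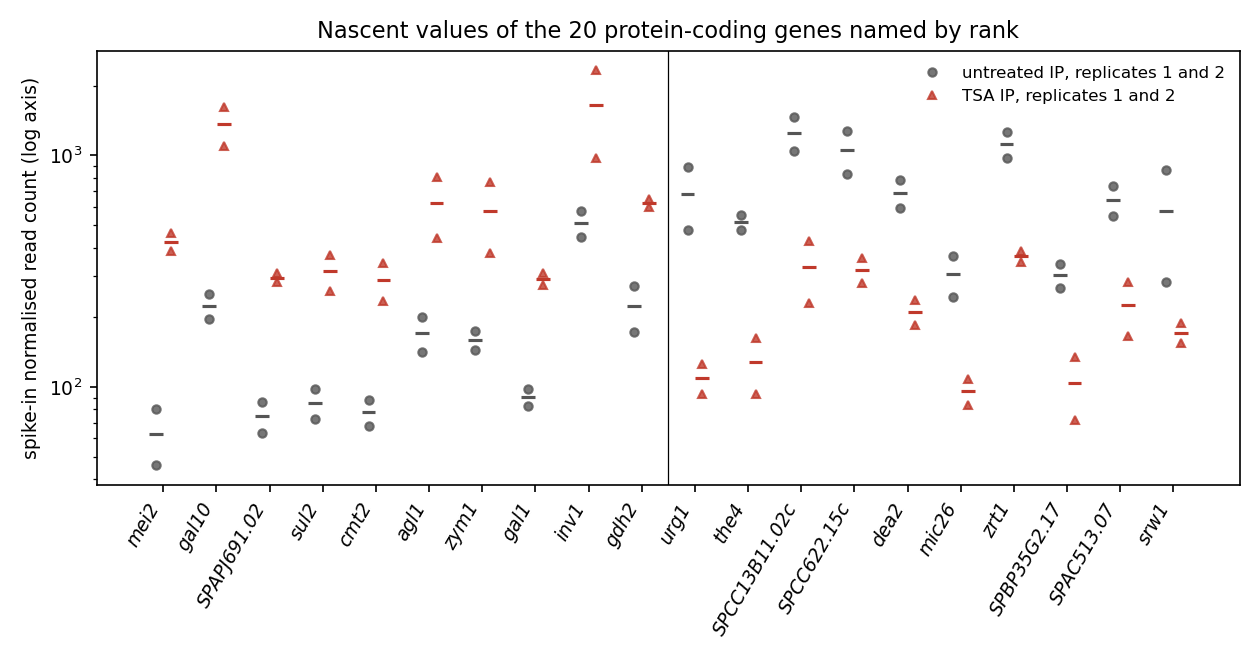
Spike-in normalised read count (log axis) of the 20 protein-coding genes named by rank in each of the 4 IP libraries, untreated as grey circles and TSA as red triangles, with a bar at each group mean (n = 2). Both TSA libraries lie above both untreated libraries for the 10 genes on the left and below them for the 10 on the right; mei2 went from 63.0 to 424.2 and urg1 from 680.9 to 109.8.

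Over the 8052 features tested on the spike-in scale, 169 rose and 508 fell. Of 5003 protein-coding genes, 70 rose and 285 fell. Under total-read scaling of the same libraries the balance turned, with 359 rises and 68 falls among 8062 features and 131 rises and 19 falls among protein-coding genes. Total-read and median-ratio scaling level the libraries to each other, so neither can show a shift shared by most genes. The turn of the balance is thus no evidence against such a shift. The spike-in scaling moved the median log2 change of all tested features from 0.03 to -0.42, and that of protein-coding genes stood at -0.49 (1.41-fold lower) on the spike-in scale. Relative to that median of all features, mei2 was higher by 3.10 and urg1 lower, at -2.10. The 169 rises on the spike-in scale were all among the 359 under total-read scaling, and the 68 falls under total-read scaling were all among the 508. Called in the same direction under spike-in, total-read and median-ratio scaling and by edgeR and DESeq2 were 112 rises and 49 falls. The protein-coding sum of spike-in normalised reads was 2922850 ± 517655 in untreated cells and 2108470 ± 42923 in TSA (SD, n = 2), a ratio of 0.721. The medians of the 2 untreated libraries differed by 0.36 on the log2 scale, and 2 samples against 2 cannot reach a p below 0.333 in an exact test of both directions. Without untreated replicate 1 the counts were 218 rises and 180 falls, without untreated replicate 2 they were 135 and 1369, without TSA replicate 1 they were 48 and 3, and without TSA replicate 2 they were 33 and 37. With replicate number as a block there were 74 and 167, and with 4 times the pseudocount 61 and 257. Under total-read scaling, rises numbered 553 without untreated replicate 2, and falls 115 without untreated replicate 1 and 39 without TSA replicate 1.

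The genes that the study examined one by one were followed whatever their values. The meiotic genes mei2 and mug14 rose, mug14 by 4.61-fold, as did the hexose transporter gene ght6 (6.34-fold) and meu31 (2.09-fold). Falls passed the test on the spike-in scale for cbm1 (2.60-fold lower, log2 change -1.38, adjusted p = 3.4e-04) and the hexose transporter gene ght8 (from 12074 to 6108, adjusted p = 0.0354), and neither passed under total-read scaling (log2 changes of -0.90 and -0.52). The acid phosphatase gene pho1 went from 2219 ± 518.5 to 3691 ± 98.4, which missed the test on the spike-in scale (log2 change 0.75, adjusted p = 0.0740) and passed it under total-read scaling (1.24, adjusted p = 0.00382). The phosphate transporter gene pho84 had a log2 change of 0.63 on the spike-in scale, and 1.12 with a call under total-read scaling, as had cta3 (0.84 and 1.29) and ght1 (0.86 and 1.34). No call on either scale was made for tgp1 (-0.08), adh1 (0.06), the copper transporter gene ctr4 (-0.57), mug147 (-0.07), the meiotic forkhead factor gene mei4 (-0.41), the dynactin subunit gene ssm4 (-0.66), efr3 (-0.32), pdh1 (0.01) or ght5 (0.19). Nor was any made for the deacetylase genes clr3 (-0.65), clr6 (-0.27), hos2 (-0.52) and sir2 (-0.49). SPAC977.06 was listed at 0 in both untreated IP libraries and at 1.76 ± 0.93 in TSA, under the level tested. Without TSA replicate 1, meu31, cbm1 and ght8 lost their calls (adjusted p from 0.54 to 0.806), and without TSA replicate 2 mug14 did too (0.067 to 0.463). Without untreated replicate 1, ght8 lost its call (0.137), and without untreated replicate 2, meu31 did (0.0646).

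Gene groups fixed in advance were tested against all other features, and their medians are given relative to the median of all features, which keeps the direction of each group called here under total-read scaling. Meiotic groups stood higher. Of 103 mug genes 5 rose and 3 fell (median 0.20, adjusted p = 0.00979), of 19 meu genes 4 rose and 1 fell (0.53, adjusted p = 5.2e-05), and of 55 core meiosis genes 5 rose and none fell (0.24, adjusted p = 1.8e-04). Among them were the meiotic recombinase gene dmc1 (5.90-fold), meu6 (3.73-fold), meu14 (3.20-fold) and mug28 (2.24-fold), while mug84, mug10 and meu29 fell (2.48-fold, 2.22-fold and 2.10-fold lower). Of 8 hexose transporter genes, ght3 (5.75-fold) and ght6 rose and ght8 fell (median 0.96, adjusted p = 2.1e-08), and of 14 tested wtf genes, spore-killing elements, wtf20 rose from 2.87 to 16.1 (0.26, adjusted p = 0.0484). The features that Pol II does not make, tRNA, rRNA and mitochondrial RNA, also stood above the median (0.28, adjusted p = 0.00872), with 6 falls and no rise among 192, the largest at SPRRNA.53 (2.94-fold lower) and SPCTRNAARG.08 (2.49-fold lower). With an estimated correlation between genes none of these calls held (adjusted p = 0.987 for each). On the unadjusted spike-in scale the mug, core meiosis, wtf and non-Pol II medians were below 0 (-0.21, -0.17, -0.15 and -0.13), with a core meiosis mean of 0.00, and under total-read scaling they were above 0. Under that scaling 10 mug, 5 meu, 8 core meiosis, 4 hexose transporter, 4 of 12 wtf and 6 non-Pol II features rose, with 1 non-Pol II fall, and mug84, mug10 and meu29 were not called. It called each of these groups higher as well, and iron and copper genes with them (adjusted p = 0.0372), none with an estimated correlation (adjusted p of 0.525 or more). The wtf call ended without untreated replicate 2 (adjusted p = 0.0676), without TSA replicate 1 (0.261) and under median-ratio scaling (0.0972). The non-Pol II call ended without untreated replicate 1 and without TSA replicate 1 (adjusted p = 0.476 and 0.215), where the test pointed down; its median was 0.0171 and 0.00720 there, 0.57 without untreated replicate 2 and 0.59 without TSA replicate 2.

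Genes of protein synthesis and respiration stood lower than all features, coding and non-coding. Protein-coding genes as a class had a median of -0.08 relative to all features, and 5.70% of them fell. Translation factors, at -0.09, thus lay near the median of coding genes. Of 146 ribosomal protein genes 16 fell and none rose (median -0.35 relative to all features, adjusted p = 1.8e-10), led by rps2302 (2.67-fold lower) and ubi3, a ubiquitin fusion (2.33-fold lower). Of 74 ribosome biogenesis genes 5 fell (-0.24, adjusted p = 2.1e-04), among them the Pol I subunit gene rpa43 (2.28-fold lower) and rrb1 (2.25-fold lower). Of 37 translation factor genes 3 fell (-0.09, adjusted p = 0.0435), with tef103, for elongation factor 1 alpha, at 2.39-fold lower and tif221 at 2.04-fold lower. Of 55 nuclear genes of mitochondrial respiration 2 fell (-0.19, adjusted p = 0.0266), cox4 (2.16-fold lower) and qcr8 (2.08-fold lower). Of 13 histone acetyltransferase and bromodomain genes 4 fell (-0.42, adjusted p = 0.0484), among them nto1 of the Mst2 complex (2.48-fold lower) and ngg1 of SAGA (2.13-fold lower). Ribosomal proteins stood at -0.22 without untreated replicate 2 and -0.21 without TSA replicate 2, respiration at -0.12 and -0.09, and translation factors at -0.24 without TSA replicate 1 and 0.05 without TSA replicate 2. With an estimated correlation none of these 5 calls held either (adjusted p = 0.987 for each). Under total-read scaling no gene of these 5 groups passed the test, and the ribosomal protein and ribosome biogenesis groups alone stayed lower (adjusted p = 2.7e-06 and 0.00486, and 0.949 for both with an estimated correlation). The translation call also ended without untreated replicate 2 (adjusted p = 0.0606) and without TSA replicate 2 (0.365), the respiration call without TSA replicate 2 (0.227), and the acetyltransferase call without untreated replicate 1 (0.0673), TSA replicate 1 (0.132) or TSA replicate 2 (0.0692).

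The remaining groups, other than a list from the study, were not called by the set test. Rises and falls numbered 1 and 2 of 20 Mmi1 and Red1 targets, 1 and 4 of 28 mating and nitrogen starvation genes, 0 and 2 of 11 phosphate genes, 2 and 0 of 19 iron and copper genes, 1 and 5 of 32 core stress genes, 0 and 1 of 24 chaperones, and 1 and 0 of 18 glycolysis genes. They numbered 0 and 0 of 11 histones, 34 HDAC and silencing factors and 21 MBF cell cycle genes, 0 and 1 of 29 Pol II and elongation genes, 23 exosome genes and 23 ergosterol genes, 0 and 3 of 25 cell separation genes, and 1 and 2 of 71 amino acid and nitrogen genes. None of 13 Tf2 retrotransposons reached the level tested. Under total-read scaling the balance of several turned, with rises and falls of 3 and 1 for mating, 2 and 0 for phosphate, 3 and 0 for core stress, 3 and 0 for iron and copper, 2 and 0 for glycolysis and 1 and 0 each for Mmi1 and Red1 targets and amino acid genes, and none in the others. Among these groups, the enolase gene eno102 rose 5.70-fold and the siderophore-iron transporter gene str3 rose 3.74-fold. The glutathione peroxidase gene gpx1 fell 2.53-fold, the heat shock genes hsp9 and ssa1 2.48-fold and 2.10-fold, put4 2.39-fold, pqr1 2.25-fold, pho4 2.02-fold and eng1, which encodes an endoglucanase of cell separation, 2.12-fold. Some of these groups passed when 1 library was left out, with medians given relative to all features. Lower were core stress genes without TSA replicate 2 (-0.36), Pol II genes without untreated replicate 2 (-0.13) and cell separation genes without TSA replicate 1 (-0.13). Iron and copper genes passed as higher without untreated replicate 1 (0.21). For chaperones and MBF genes the median lay above that of all features while the test pointed down. Under total-read scaling the median and mean of the phosphate, amino acid and cell separation groups had opposite signs. Of the genes the study named as higher, 4 of 14 rose and 1 fell (median 1.20 relative to all features, adjusted p = 5.2e-14, and 0.987 with an estimated correlation). Under total-read scaling 9 rose and none fell (1.18, adjusted p = 5.5e-16, and 0.525 with an estimated correlation), and of the 2 it named as lower cbm1 fell, under spike-in scaling alone. Those lists came from this study and are not independent evidence of direction. In each of the 28 groups tested, the count adjusted over the list alone equalled the count over all features. Of 14 group members named as rises, 8 kept their call without TSA replicate 1 and 6 without TSA replicate 2 (mei2, ght6, dmc1, ght3, str3 and eno102). Of 31 named as falls, 9 kept it without untreated replicate 1, 1 without TSA replicate 1 (urg1), 2 without TSA replicate 2 (urg1 and hsp9), 2 under total-read scaling (urg1 and SPRRNA.53) and 1 under median-ratio scaling (urg1), and none changed sign.

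Genes near the ends of chromosomes I and II stood out. Within 100 kb of an end, 29 of 68 protein-coding genes rose (42.6%) and 4 fell, against 41 rises (0.831%) and 281 falls among the 4935 others. The median log2 change was 0.85 near the ends and -0.49 elsewhere, a difference of 1.34 (camera p = 3.3e-45, and p = 0.0929 with an estimated correlation). These 29 genes made up 41.4% of all protein-coding rises. Among them were gal1 and gal10 next to each other on chromosome II (4484023 to 4490271), SPBPB2B2.06c nearby (9.87-fold), and grt1 (5.94-fold), ght3, str3 and eno102. Within 50 kb 6 of 11 rose, and within 200 kb 34 of 222 rose and 18 fell. Within 50 kb of a centromere 8 of 135 genes fell (5.93%, against 5.69% of the others) and none rose (against 1.44%). Their median of -0.48 was close to the -0.49 of the others. Under total-read scaling 38 of 69 genes near the ends rose and 1 fell (p = 0.00274 with an estimated correlation), and under median-ratio scaling 37 rose and 1 fell. Fewer rises were called without either TSA library, though the median near the ends was 0.78 without TSA replicate 1 and 0.84 without TSA replicate 2. It fell to 0.52 without untreated replicate 2. Falls numbered 1 without untreated replicate 1, 8 without untreated replicate 2 and 0 without TSA replicate 1 or without TSA replicate 2.

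**Figure D2:**
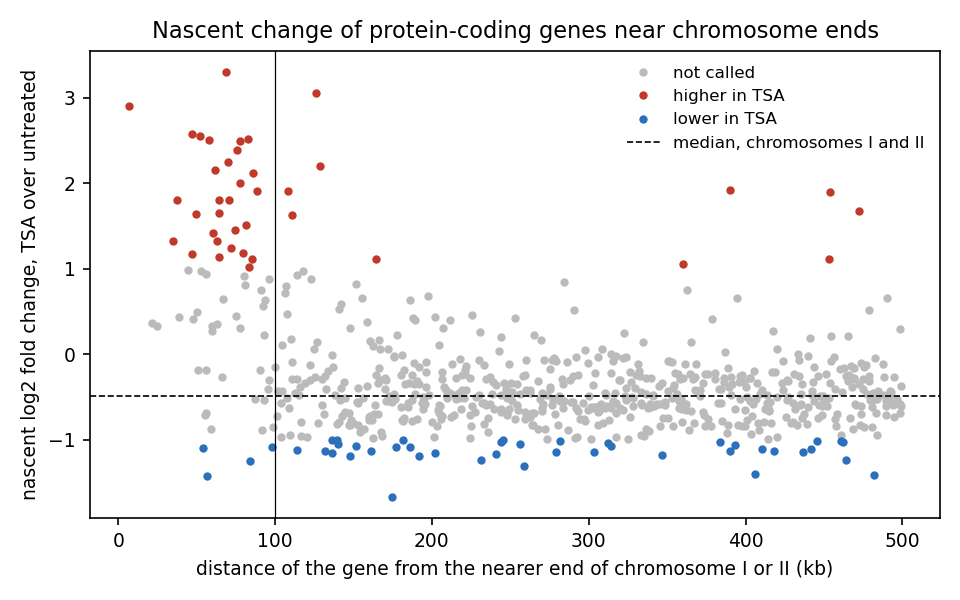
Nascent log2 change (TSA over untreated, spike-in scaling) of each protein-coding gene near an end of chromosome I or II, against its distance from that end in kb. Red points passed the test as higher and blue points as lower, the dashed line is the median of chromosomes I and II, and the vertical line marks 100 kb, inside which 29 of 68 genes rose.

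Non-coding transcription moved both ways. Of 1317 ncRNA features 38 rose and 108 fell, of 1119 XUTs 57 rose and 57 fell, and of 341 nc-TU features 1 rose and 50 fell, so 96 rose and 215 fell in the 3 classes together. Under total-read scaling 212 rose and 48 fell. Of the features kept, 145 of 1628 XUTs, 141 of 487 nc-TU features and 60 of 1522 ncRNA features lie mostly within a protein-coding gene on its strand. The class counts can therefore include reads of coding genes. The meiotic non-coding RNA gene omt3 went from 18.7 ± 4.73 to 841.2 ± 159.2, a 34.4-fold rise, and the overlapping XUT1554, which shares its reads, by 31.4-fold. An RNA antisense to SPCC1919.05 (SPCC1919.05-antisense-2) rose 15.0-fold, and SPNCRNA.1224, at the end of inv1, 6.03-fold. XUT0443 and XUT0723, which lie inside gal10 and mei2 and share their reads, rose 8.61-fold and 5.51-fold. Falls included XUT0521 (4.29-fold lower), SPNCRNA.1554 (4.16-fold), 3 nc-TU features (4.28-fold, 4.12-fold and 4.06-fold), SPNCRNA.1071 (3.98-fold) and the RNA adh1-antisense-1 (3.89-fold), which shares its reads with SPCC13B11.02c. These 13 features were chosen after their values were seen. The 6 rises were called without each library in turn, and the 7 falls lost their call without TSA replicate 1 (adjusted p from 0.106 to 0.578). Rises and falls in the 3 classes numbered 18 and 2 without TSA replicate 1, 13 and 26 without TSA replicate 2, 117 and 92 without untreated replicate 1, and 68 and 439 without untreated replicate 2.

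The study also asked whether genes that fall gain antisense transcription. Among 1209 protein-coding genes paired with a tested antisense feature, 77 fell, and the antisense feature rose at 3 of them (3.90%), against 30 of the 1132 others (2.65%, p = 0.462 by Fisher's exact test). It fell at 6 of the 77. Across genes, which are not independent replicates, antisense and sense changes had a Spearman rho of -0.01 and a Pearson r of 0.06. Under total-read scaling the antisense feature rose at none of 6 genes that fell and at 75 of 1203 others, with a rho of 0.00. In the input, over 815 pairs, it rose at none of 24 genes that fell and at 34 of 791 others (p = 0.619 by Fisher's exact test), with a rho of -0.12 and an r of -0.05. How reads were assigned to the strands of overlapping features is not given in the sources used here, so antisense values are uncertain.

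Input RNA, the total RNA of the same lysates, was compared next. The well-covered genes with the largest rises included SPBPB2B2.06c, from 1.54 ± 0.89 to 82.8 ± 7.07 (total-read normalised read count, SD, n = 2), the meiotic genes meu6 (2.91 to 70.8) and meu14 (2.91 to 63.3), grt1 (2.55 to 55.6) and the hexose transporter gene ght3 (3.63 to 67.5). The largest falls among well-covered genes were at the4 (4.96-fold lower), SPAC513.07 (3.54-fold), mfs3 (3.36-fold), rex1 (3.35-fold) and cbm1 (3.07-fold). The acid phosphatase gene pho1 rose 7.17-fold (142.7 ± 44.5 to 1005 ± 20.5), mei2 10.8-fold, mug147 8.46-fold, ght5 4.15-fold, meu31 3.56-fold and ght1 3.19-fold. From a low level, mug14 went from 1.90 to 21.8 and ght6 from 2.00 to 24.5, both called. Over 7245 features 328 rose and 113 fell (74.4% rises), with 203 rises and 96 falls among 4952 protein-coding genes and a median change of 0.00 over all features. Rises numbered 205 without TSA replicate 1 and 214 without TSA replicate 2, and falls 70 without untreated replicate 2. With no variance trend 114 rose and 13 fell, and rex1 and mug14 lost their calls, and with 4 times the pseudocount 62 fell. Among non-coding features 120 of 2015 rose and 17 fell.

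Meiotic groups were higher in the input. Of 97 mug genes 16 rose (median log2 change 0.31, adjusted p = 7.6e-05), of 19 meu genes 5 rose, and 7 adjusted over the list alone (0.51, adjusted p = 7.5e-04), of 50 core meiosis genes 10 rose and 1 fell (0.63, adjusted p = 1.4e-05), and of 19 Mmi1 and Red1 targets 2 rose (0.49, adjusted p = 0.00640). Examples are dmc1, from 0.91 to 47.9, and mug28, from 2.19 to 22.7; mug146 was listed at 0 in both untreated inputs and at 9.33 ± 0.97 in TSA. The hexose transporters (4 of 8, and 5 adjusted over the list alone, median 1.59, adjusted p = 1.4e-05), the iron and copper genes (2 of 19, 0.34, adjusted p = 0.0346), the core stress genes (7 of 31, and 8 adjusted over the list alone, 0.42, adjusted p = 5.1e-06) and the chaperones (1 of 24, 0.18, adjusted p = 0.00657) were higher, with hsp16 up 3.08-fold and zym1 up 6.68-fold. Lower were ribosomal proteins (0 of 146 called, -0.28, adjusted p = 7.1e-14), ribosome biogenesis (2 falls of 74, -0.24, adjusted p = 2.6e-06), translation factors (0 of 37, -0.21, adjusted p = 0.00141), histone acetyltransferase and bromodomain genes (4 falls of 13, -0.81, adjusted p = 5.1e-04), mitochondrial respiration (1 rise and 1 fall of 55, -0.26, adjusted p = 0.0275), exosome genes (1 fall of 23, -0.34, adjusted p = 0.0128) and amino acid and nitrogen genes (1 rise and 1 fall of 71, -0.16, adjusted p = 0.0128). The acetyltransferase gene rtt109 fell from 16.2 to 3.18, nto1 2.14-fold, the exosome subunit gene rrp46 2.12-fold and eng1 2.30-fold. The study's own lists, not independent evidence, had 9 rises of 14 (1.75, adjusted p = 9.7e-13) and 1 fall of 2 (-0.93, adjusted p = 0.0275). With an estimated correlation none of these 17 calls held (adjusted p from 0.43 upward), and fry, which tests a group against no change and not against other genes, called 5 of 28 groups here, 1 for the change of IP over input and none in the nascent comparison under either scaling. Histones, not called, had a median of -0.07 and a mean of 0.03. Calls ended for iron and copper without untreated replicate 2 (adjusted p = 0.15) and TSA replicate 1, chaperones without untreated replicate 1 (0.0739), respiration without untreated replicate 2 (0.217) and TSA replicate 2, amino acid genes without TSA replicate 1 (0.0781), and the list of 2 without untreated replicate 1 (0.341, median -0.62). Without untreated replicate 2 the medians of meu genes, core stress genes and translation factors were 0.83, 0.64 and -0.13, and that of chaperones was 0.28, against 0.09 without untreated replicate 1. Without untreated replicate 2, rtt109, nto1 and rrp46 lost their calls (adjusted p = 0.0692, 0.0496 with a change under 2-fold, and 0.0945), and without TSA replicate 2 the change of rrp46 was under 2-fold (adjusted p = 0.0420). With no variance trend mug28, hsp16, rtt109, nto1, rrp46 and eng1 lost their calls (adjusted p from 0.0501 to 0.132).

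Nascent and input changes were then set side by side over the 4950 protein-coding genes tested in both. Of 66 genes that rose in the IP on the spike-in scale, 59 also rose in the input (89.4%, against 2.69 for independent lists), among them mei2, gal10, dmc1, ght3, ght6 and SPBPB2B2.06c. Of 283 that fell in the IP, 45 also fell in the input (15.9%, against 5.49 for independent lists), among them the4, dea2, zrt1 and SPAC513.07, whereas urg1 had an input log2 change of -0.08; with no variance trend dea2 and zrt1 lost their input calls (adjusted p = 0.0522 and 0.0665). No gene was called in opposite directions, and 143 genes rose in the input with no nascent call on the spike-in scale (116 under total-read scaling). Of the 202 input rises, 176 had a spike-in nascent change above the median of all features. Across genes, which are not independent replicates, the log2 changes had a Pearson r of 0.67 and a Spearman rho of 0.52. IP and input come from the same cultures, so part of the excess over independent lists may come from the cultures. With 1 library per group, r was 0.53 to 0.59 with the input of the same cultures and 0.49 to 0.63 with the input of the other cultures, a test added after the data were seen. Under total-read scaling 86 of 124 nascent rises and 7 of 19 nascent falls were shared.

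**Figure D3:**
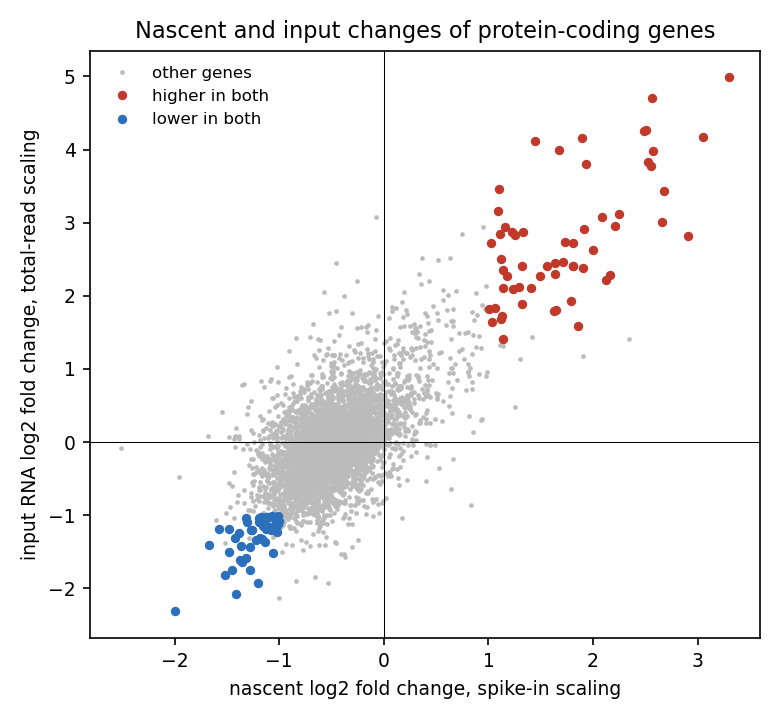
Nascent log2 change (spike-in scaling) against input RNA log2 change (total-read scaling), 1 point for each protein-coding gene tested in both, TSA over untreated. The 59 genes called higher in both are red and the 45 called lower in both are blue; most other genes lie left of 0 on the nascent axis, whose median of -0.49 depends on the spike-in scaling.

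The difference between both responses was tested as the change of the IP to input ratio per culture. The meiotic gene mug147 and 2 others had a lower ratio in TSA: mug147 (log2 change -2.68, adjusted p = 0.0276), tsp0 (-1.98, adjusted p = 0.0295) and SPAC637.03 (-1.76, adjusted p = 0.0295). Their input RNA rose 8.46-fold, 4.62-fold and 3.46-fold, while their nascent log2 changes were -0.07, -0.25 and -0.45 on the spike-in scale, with no call. The ratio itself was taken on the total-read scale, where the nascent change of mug147 was 0.40. Over coding parts on that scale the nascent changes of the 3 genes were 0.62, 0.45 and 0.26. The ratio of pho1 (-1.61, adjusted p = 0.0627) and of ght5 (-1.38, adjusted p = 0.0734) missed the test. By limma 0 features of 7183 were higher and 3 lower, with 751 at an unadjusted p under 0.05, and edgeR gave 0 higher and 20 lower, with 770. Counts of higher and lower features were 2 and 26 without untreated replicate 1, 9 and 21 without untreated replicate 2, 0 and 0 without TSA replicate 1, and 0 and 6 without TSA replicate 2; the 3 genes lost their call without TSA replicate 1 (adjusted p = 0.211 for each), and SPAC637.03 also without TSA replicate 2 (0.0559). All 3 calls ended with a replicate block (adjusted p from 0.0508 to 0.0578), with 0.25 times the pseudocount (0.0597 to 0.0763) and with no variance trend (0.440 for each). Among groups, core stress genes were lower (median -0.60, adjusted p = 4.0e-06, 0 of 31 called and 6 lower adjusted over the list alone), a call kept without each culture at an adjusted p of 0.00393 or less, with a median of -0.31 without TSA replicate 1, and lost with an estimated correlation (adjusted p = 0.412). Lower too were the mug (-0.17), meu (-0.33), core meiosis (-0.30), Mmi1 and Red1 (-0.46), and mating (-0.26) groups and the study's higher list (-0.31), and higher were the histone acetyltransferase (0.25), amino acid (0.16) and non-Pol II (0.32) groups. Their adjusted p lay between 0.00392 and 0.0417, each was lost without at least TSA replicate 1, and none held with an estimated correlation (adjusted p = 0.412 or more). Without TSA replicate 1 the medians were -0.19 for core meiosis, -0.25 for Mmi1 and Red1, 0.04 for amino acid and 0.03 for non-Pol II genes, and without TSA replicate 2 -0.56 for meu, -0.13 for mating, 0.29 for amino acid and 0.62 for non-Pol II genes. Without untreated replicate 1 they were 0.04 for amino acid genes, -0.10 for the non-Pol II group and -0.48 for the study's list, and without untreated replicate 2 0.26 (0.255), 0.82 and -0.07, with -0.08 for mug genes. Adjusted over the list alone, lower ratios numbered 2 in the mug, 3 in the meu, 3 in the chaperone and 3 in the study's higher groups and 1 each in the Mmi1 and Red1, mating, hexose transporter, phosphate and glycolysis groups, and 1 meu and 1 acetyltransferase gene had a higher ratio; over all features mug147 alone of these was called. The median lay above 0 and the mean below for chaperones, glycolysis genes and histones, with the reverse for iron and copper genes, and ribosomal protein and MBF genes had a median above 0 and a test pointing down, none of them called.

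The gene features listed for protein-coding genes can start far upstream of the coding part, and pho1 is a case in point. Its feature, on chromosome II from 4446373 to 4449053 (2681 nt), holds a coding part of 1362 nt and reaches upstream into the region where a non-coding RNA is transcribed. Over the coding part alone, nascent transcription rose from 440.6 ± 44.4 to 2297 ± 177.5 (spike-in normalised read count, SD, n = 2), 5.16-fold (log2 change 2.37 ± 0.30 SE, adjusted p = 6.4e-12), and the call was kept without each library (adjusted p of 0.0367 or less). Over the rest of the feature the values were 1779 ± 474.0 and 1394 ± 275.9. Input RNA over the coding part of pho1 rose 7.96-fold, and the change of its IP to input ratio there was -0.14 (adjusted p = 0.820), against -1.61 over the whole feature. For the 4957 genes tested both ways, 60 rose and 212 fell by whole feature and by coding part, with 7 rises and 90 falls by coding part alone and 9 rises and 69 falls by whole feature alone. The fall of cbm1 stood over its coding part (2.84-fold lower), while mug147 and ght5 had coding-part log2 changes of 0.15 and -0.02. This measure was added after the data were seen.

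**Figure D4:**
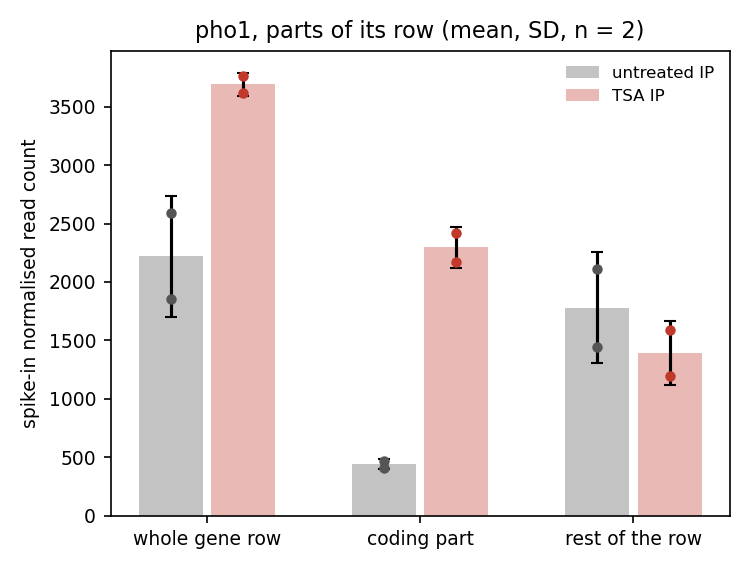
Spike-in normalised read count of pho1 over the whole annotated gene feature, its coding part and the rest of the feature. Bars are means, error bars SD and points the 2 replicates of untreated (grey) and TSA (red) IP libraries; the coding part went from 440.6 to 2297 and the rest from 1779 to 1394.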

Values the study reported

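From the study's RNA-seq, which is not analysed here, the paper reports 3525 transcripts that fell by at least 2-fold after TSA and 289 that rose. It also states that about 80% of the genes that changed more than 2-fold responded the same way in NET-seq and in RNA-seq.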

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

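The tests over coding parts and with edgeR were chosen only after the result was seen, and the other tests of the change of IP over input were planned. That change asks whether the nascent response to TSA differs from the response of the input RNA, and the following results passed its test. The ratio fell for mug147 (log2 change -2.68), tsp0 (-1.98) and SPAC637.03 (-1.76). Without TSA replicate 1 no feature was called, with an adjusted p of 0.211 for each of the 3 genes, and with 0.25 times the pseudocount, with a replicate block and without a variance trend 0 were called, whereas edgeR called 20 lower.

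Among gene groups, the core stress genes had the strongest shift (median -0.60 over 31 genes, adjusted p = 4.0e-06 with the preset correlation and 0.412 with an estimated correlation). The mug (-0.17), meu (-0.33), core meiosis (-0.30), Mmi1 and Red1 (-0.46) and mating (-0.26) groups and the genes the study named as higher (-0.31) also had lower ratios in TSA. The acetyltransferase and bromodomain (0.25), amino acid (0.16) and non-Pol II (0.32) groups had higher ratios. None of these calls held with an estimated correlation, and each but that of the core stress genes was lost without at least 1 culture. Leaving out TSA replicate 1 brought the medians of core stress, core meiosis, Mmi1 and Red1, amino acid and non-Pol II genes to -0.31, -0.19, -0.25, 0.04 and 0.03. Leaving out TSA replicate 2 brought meu, mating, amino acid and non-Pol II genes to -0.56, -0.13, 0.29 and 0.62. Leaving out untreated replicate 1 brought amino acid genes, the non-Pol II group and the study's list to 0.04, -0.10 and -0.48. Leaving out untreated replicate 2 brought these 3 to 0.26 (0.255), 0.82 and -0.07, and mug genes to -0.08.

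Columns outside the planned measure gave further values. Over the coding part of pho1 the nascent log2 change was 2.37, against 0.75 over the whole feature. Over coding parts, 43 genes had a lower IP to input ratio in TSA and 5 a higher one, among 4880 tested. They included the heat shock gene hsp16 (-1.69), the Hsp70 gene ssa1 (-1.17), the catalase gene ctt1 (-1.44), gpx1 (-1.52), the hexose transporter gene ght5 (-1.57) and meu14 (-1.93). Over whole features these genes, in the same order, had similar changes with no call (-1.81, -1.18, -1.55, -1.65, -1.38 and -1.91). The prior degrees of freedom were 18.0 over coding parts, against 7.84 over whole features. The calls over coding parts thus need not reflect a different change. Higher and lower genes numbered 8 and 71 without untreated replicate 1, 26 and 107 without untreated replicate 2, 5 and 12 without TSA replicate 1, and 0 and 44 without TSA replicate 2.

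The shift of the core stress genes was weighed further, with both bounds written before their values were seen and the intervals added after. If transcription upstream of the coding part made the ratio fall, the median over coding parts would lie at 0 or above; it was -0.43 (95% interval -0.80 to -0.20), below 0 but with an interval that reaches past -0.30, which is 0.5 of the whole-feature median. If the pseudocount compressed the IP values, the median would move to 0 with 0.25 times its size; it was -0.61 (interval -0.85 to -0.25), which again reaches past -0.30. Both medians thus passed the bound of -0.30 written beforehand for a shift with another source, and both intervals lie below 0. The coding-part values argue against upstream transcription as the whole of the shift in these 31 genes. The pseudocount test cannot decide, because it changed the pseudocounts of the IP and of the input together. The intervals treat the genes as independent, and both reach past -0.30. Upstream transcription as part of the shift, or the pseudocount, therefore cannot be told apart from a nascent change smaller than that of the RNA. More stable stress RNA in TSA, which could leave the same -0.43, was not tested here.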

How the results depend on the processing

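Some tests were chosen only after the results were seen. For single features these were edgeR as an added test on the total-read, input and ratio comparisons, and coding parts. The crossed pairing and median-ratio scaling on protein-coding and ncRNA features alone were also among them. For gene groups they were all settings but the estimated correlation, total-read scaling and leaving out libraries. For chromosome ends they were total-read scaling and the leave-one-out fits, and for antisense pairs the leave-one-out fits. All alternatives for the non-coding classes, for the median change of all features and for IP over input in untreated cells were also chosen then, and the others were planned. The cause of the differences below was not tested.

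On the spike-in scale (169 higher, 508 lower), 4 times the pseudocount gave 61 and 257, a mean above 4 times the pseudocount 98 higher, no fold threshold 1096 lower, total-read scaling 359 and 68, median-ratio scaling 313 and 57, median-ratio scaling on protein-coding and ncRNA features 327 and 54, protein-coding genes alone 70 and 285, and coding parts 67 and 302. Leave-one-out fits gave 33 to 218 higher and 3 to 1369 lower. With replicate number as a block there were 74 and 167, and with the crossed pairing the counts stayed at 169 and 508. The median change of all features was 0.0265 with total-read scaling, 0.000935 with median-ratio scaling and 0.0281 (0.02805) with that scaling on protein-coding and ncRNA features. Of the main comparison's calls, edgeR shared 167 and 503 (of its 202 and 627) and DESeq2 112 and 439 (of its 116 and 519).

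On the total-read scale (359 and 68), 0.25 times the pseudocount gave 103 lower, 4 times the pseudocount 145 and 20, a mean above 4 times the pseudocount 235 higher, no fold threshold 602 and 223, edgeR 111 lower, and leave-one-out fits 311 to 553 higher and 39 to 115 lower. In the input (328 and 113), 4 times the pseudocount gave 62 lower, no variance trend 114 and 13, no fold threshold 580 and 390, and leave-one-out fits 205 to 337 higher and 70 to 159 lower. For the change of IP over input (0 and 3 by limma, 751 at an unadjusted p under 0.05), 0.25 times the pseudocount, a replicate block and no variance trend each gave 0 lower, 4 times the pseudocount 4 and 20, no filter 12 lower, coding parts 5 and 43, edgeR 0 and 20, and leave-one-out fits 0 to 9 higher and 0 to 26 lower.

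Non-coding features (96 and 215) numbered 16 and 88 with 4 times the pseudocount, 41 higher with a mean above 4 times it, 28 and 56 with a replicate block, 212 and 48 with total-read scaling, 180 and 39 with median-ratio scaling, 192 and 39 with that scaling on protein-coding and ncRNA features, 51 higher by DESeq2, and 13 to 117 higher and 2 to 439 lower in leave-one-out fits. The 12 groups called in the main comparison became 0 with an estimated correlation and 8 to 14 in the other settings. The median of the non-Pol II group relative to all features, 0.28 in the main comparison, was 0.0171 without untreated IP replicate 1 (adjusted p = 0.476) and 0.00720 without TSA IP replicate 1 (adjusted p = 0.215), where the test pointed down with no call, and at most 0.59 in the leave-one-out fits (without TSA IP replicate 2). Genes near the chromosome ends stood above others by 1.19 to 1.43 in leave-one-out fits, by 1.67 within 50 kb and by 0.20 within 200 kb. The antisense rho lay between -0.01 and 0.02 in the settings run, and the median ratio of IP to input in untreated cells between 2.48 and 2.63.

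Of 3153 values of named genes over these alternatives, 2695 kept their sign and stayed called or stayed uncalled, and 355 lost a call. A call was gained by 37, 66 changed sign with no call in either setting, and none changed sign with a call. The total pools settings of unlike weight. Under total-read scaling alone, of 95 values 56 stayed the same, 29 lost a call, 4 gained one and 6 changed sign with no call. With about 50 reads for the median protein-coding gene in the inputs, small changes of the input and of the IP to input ratio may be missed. Some smaller input changes did pass, as 580 features rose and 390 fell there with no fold threshold.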

Other observations

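The tests in the weighing below were all chosen only after the result was seen, and other values here were planned or are described only. The spliceosomal snRNA genes are abundant in the IP and varied between libraries, snu2 more than between treatments. The log2 changes of snu1, snu2 and snu5 were -1.004, -0.84 and -0.92 on the spike-in scale, with no call, though snu1 passed with no variance trend (adjusted p = 0.0149). Reads of snu2 per protein-coding read were 0.611 and 0.209 in the untreated IP libraries and 0.183 and 0.411 in TSA.

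Features of the contig listed as AB325691 had median changes above 0 in both measures, with no group test run. This contig was not part of the test of chromosome ends, which covered chromosomes I and II alone. Of 6 tested, 2 rose in the IP on the spike-in scale and 4 under total-read scaling (median log2 change 0.97 and 1.42), and 4 of 5 rose in the input (1.93).

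More nascent features fell than rose on the spike-in scale, while under total-read and median-ratio scaling, which cannot show a shift shared by most genes, more rose than fell. The untreated IP libraries differ from each other, with medians of 0.39 and 0.03 against their common mean, and TSA libraries at -0.27 and -0.15. Counted at 2-fold or more before any test, falls per rise went from 3.01 to 0.774 without untreated IP replicate 1 and stayed above 1 without any other library, at 1.69 (TSA replicate 1), 6.72 (TSA replicate 2) and 10.2 (untreated replicate 2). A factor of that library alone would leave no shift without it, a bar set after the values were seen. The median change stayed below 0 without each library, and was nearest 0 without that library at -0.24, less than the 0.36 between the untreated libraries. With 2 libraries per group, a spike-in factor of 1 library cannot be told apart from lower nascent transcription of most genes in TSA, since the group difference of -0.42 rests on 2 libraries each and shrinks, without untreated replicate 1, to less than the gap between the untreated libraries.

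Untreated IP replicate 1 and TSA IP replicate 2 deviated the same way from their group means, as the correlation of -0.205 between same-numbered libraries shows. Replicate numbers crossed between the treatments would show in the inputs of the same cultures too, and these had a correlation of 0.0181 (0.00238 to 0.0685 on single chromosomes), near 0 and neither crossed nor shared. More snRNA in the lysates of those cultures would raise snu2 in their inputs, and the ratio of their snu2 share to that of the others was 0.619. That ratio rests on untreated input 2, as it was 0.399 among the untreated inputs and 1.13 (1.125) among the TSA inputs. The bars for these 2 values were set after the values were seen. With 2 cultures per group, neither source is excluded. Few input reads per gene limit the first of these tests but not the second, as snu2 had 72044 to 136553 reads in an input library. A difference in the immunoprecipitation or library step, which may be shared by those 2 libraries, was not tested, and the labels give no batch.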
